A study of Mus musculus with 380 samples.

How the data were processed

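T cells that had infiltrated B16F10 tumours, a transplantable mouse melanoma, were profiled by Smart-seq2, a plate-based RNA-seq protocol for single cells. The mice were C57BL/6, either wild type (WT) or knockout for Il27ra, which encodes a chain of the interleukin-27 (IL-27) receptor. The 380 libraries came from 4 plates, one for each combination of genotype and lineage (CD8 or CD4). Each plate gave 94 single cells and 1 population well, a library made from many cells. The titles carry 1 code per genotype (WT4 and KO4), and no label names a further animal. The WT CD4 titles also carry p2 where those of the other 3 plates carry p1, and no label says what this stands for. The CD4 genotype comparison and the WT lineage comparison cross it. The treatment protocol mentions CD8+ cells only, although the titles of 2 plates say CD4. The lineage was taken from the titles and checked against Cd4 and Cd8a.

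The deposited values are FPKM (fragments per kilobase of transcript, scaled to library size), which the authors scaled between libraries by TMM factors. The submitters' notes name RSEM, Bowtie and the mm10 genome without versions. The file holds 23420 gene symbols and 380 columns with 2 decimals. Every column matched a label, with 0 left unmatched, and 0 pairs of libraries were identical. Gene positions came from GENCODE M21, in which 21777 of the symbols were found.

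Numbers of reads per library were estimated from the spacing of low FPKM values, because a single read gives a fixed FPKM step for each gene and library. Of 380113 low values, 37.8% lay within 0.05 reads of a whole number of estimated reads, and 11662 genes had a usable step. Evenly spread values would give 10%, but the steps were fitted to low values, so 10% is no fair reference. The failed simulation described next still gave 26.8%, so this share does not check the depths. The estimator was tested on simulated data 3 times. With even counts in 60 libraries and 4000 genes it failed: the correlation of log depth was 0.315 and the median ratio of estimated to true depth was 0.0106. The simulation was then altered, not the estimator. With dispersed counts in 380 libraries and 5000 genes the correlation was 0.998 and the median ratio 0.988, with a range of 0.497 to 0.998. With 65% of the values also made not whole, the correlation was 0.990, the median ratio 0.995 and the range 0.324 to 1.33. In each of these last 2 simulations 99.7% of libraries had a ratio within 1.5-fold of the median ratio. The depths are approximate for this reason.

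A cell was kept with at least 1000 genes above FPKM 1, which left 304 of 376 cells. A gene counted as detected in a cell above FPKM 1. For each gene the mean over kept cells of log2(FPKM + 1) was taken in each group, and the groups were subtracted. Genotype differences are KO-labelled minus WT, and lineage differences are CD4 minus CD8. Genes entered a comparison when detected in at least 20% of kept cells of 1 of its groups. Members of the gene lists needed 10% in 1 of the 4 groups, which 9081 genes of the file met. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error between cells only. A share of 0 is given with the limit that 3 cells of the total set.

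No test was run between groups. Each group is 1 plate, cells of a plate are not replicates, and genotype cannot be separated from plate or animal. No p-value, standard error or number of changed genes was derived. The population wells are single libraries and served as a second view of each plate.

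The 26 gene lists, the cell filter, the comparisons and the rule for naming genes were fixed before the data were examined. For each list the median difference of its measured members was computed. Its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, describes these libraries and is no test. The method was tested on simulated data: the kept cells of both genotypes of a lineage were shuffled into groups of the same sizes, and 50 genes at each of 4 folds were scaled in either group. For 2-, 4-, 8- and 16-fold changes the direction was recovered for 76%, 82%, 90% and 96% of genes in CD8 cells. In CD4 cells it was recovered for 80%, 92%, 92% and 98%. The median signed log2 differences were 0.39, 0.65, 1.20 and 1.49 in CD8 cells and 0.49, 0.80, 0.98 and 1.50 in CD4 cells. The scale thus understated these simulated folds, but scaling does not make a gene present in a cell that lacks it. Where detection differs, the difference can be larger or smaller than the fold of mean FPKM. In CD8 cells Gzmb had -3.66 at a KO-labelled to WT ratio of 0.54, and Ifng had 0.02 at a ratio of 4.71. The SD of genes left alone was 0.45 and 0.50 on the log2 scale. Of 200 random lists of 16 genes, 4.5% fell outside the 2.5 to 97.5 percentiles in each lineage. Random lists resemble the reference lists by construction, so this does not calibrate the percentiles of lists whose genes vary together.

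The genes named are, for each comparison, the 12 highest in each group among those whose population wells differ in the same direction. Up to 4 members per list and a fixed set of T cell genes were also named. Predicted genes and T cell receptor segments were passed over. A few genes that these rules name are not reported here. This left out 2810417H13Rik from the genes lower in KO-labelled CD8 cells, and Gm12505 and Gm5424 from those higher in WT CD4 than WT CD8 cells. A cell counted as cycling with at least 8 of 30 cell cycle genes detected. A cell counted as carrying another cell type's genes with at least 3 genes of that list detected.

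Cells were grouped by Leiden clustering (leidenalg 0.10.2, resolution 1) of a graph of 15 neighbours, built on 20 principal components of the 2000 most variable genes. The clusters served only to leave out the 22 cells of cluster 6, with a median of 1298 genes, in an alternative. Of these cells, 14 were WT CD8, 3 KO-labelled CD8, 3 WT CD4 and 2 KO-labelled CD4.

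Alternatives set before the data were examined changed the cell filter, the detection level, the pseudocount, the order of log and mean, the gene filter or the scaling of each cell to the same total. Others used cells matched on the number of genes detected (in bins of 250 genes), cells passing a coreceptor gate, or the population wells. Further alternatives were chosen after seeing the data. They left out cycling cells, cells above 4000 genes, cells of cluster 6 or cells with melanoma genes, or separated CD4 cells by Foxp3. A list median or gene difference counted as moved when it differed from the reported value by both a factor above 1.5 and a step of 0.25 or more. A sign change counted as reversed for lists outside the 2.5 to 97.5 percentiles and genes with a difference of at least 1. Other sign changes counted as moved, except list medians inside those percentiles with a step under 0.25. Correlations needed a step of 0.1. A share difference counted as unmoved when both shares lay in the reported intervals and the difference was within 1.5-fold or 10 points. The last condition was added after values had been seen. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Raw reads, exon-level coverage and T cell receptor sequences were not analysed here.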

Results

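The series addresses the gene programme that interleukin-27 (IL-27) signalling induces in T cells inside B16F10 melanomas. Single CD8 and CD4 T cells were compared between a WT mouse code and a code labelled as Il27ra knockout. Each of the 4 plates held 94 single cells and 1 population well. After the filter on genes detected, 72 WT CD8, 80 KO-labelled CD8, 79 WT CD4 and 73 KO-labelled CD4 cells remained. There were no replicate plates, so every difference below is a difference between single plates, and intervals on shares cover counting error only.

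The plates differed in how many genes each cell yielded. The median number of genes above FPKM 1 was 3168 in kept WT CD8 cells, 2508 in KO-labelled CD8 cells, 2045 in WT CD4 cells and 2218 in KO-labelled CD4 cells. Over all 94 cells of a plate the medians lay closer in CD8, at 2430 for WT and 2374 for the KO label, with 22 and 14 cells left out. Cells above 4000 genes made up 36.1% of WT CD8 cells, 7.50% of KO-labelled CD8 cells, 5.06% of WT CD4 cells and 6.85% of KO-labelled CD4 cells. The median estimated depth was 463387, 418407, 378553 and 407806 reads per cell in the same order. The median of all 6599 genes compared in CD8 cells was -0.46 (log2, KO-labelled minus WT), and that of 4687 genes in CD4 cells was 0.16. In the population wells, with 10450 to 10946 genes each, the medians were 0.02 and -0.02.

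**Figure D1:**
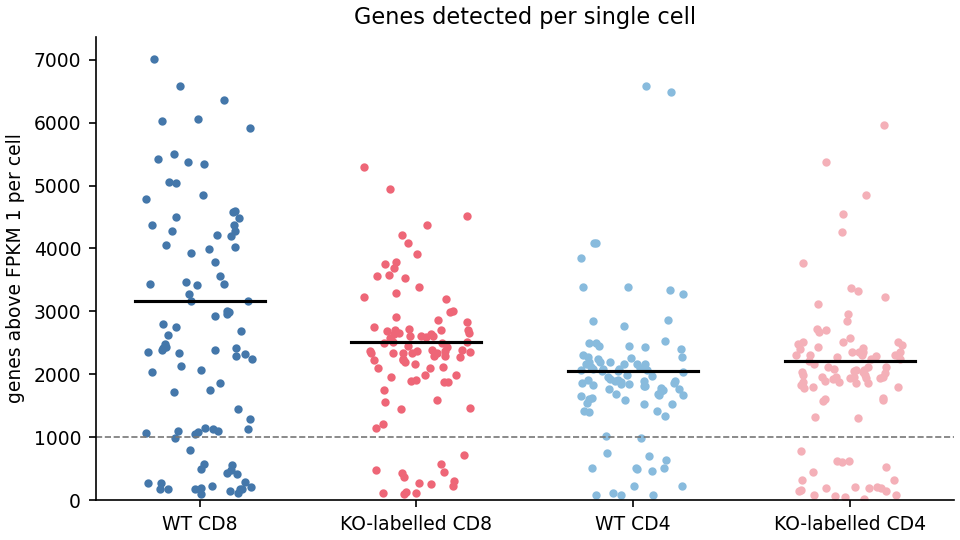
Genes above FPKM 1 in each of the 94 single cells per plate (vertical axis, number of genes), with the median of the kept cells as a black line and the filter of 1000 genes as a dashed line. The WT CD8 plate had the highest median, 3168 genes, and the WT CD4 plate the lowest, 2045.

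Il27ra, the targeted gene, was still detected on the plates labelled KO. The gene lies on chromosome 8 at 84030294 to 84042589, minus strand, in GRCm38. It was above FPKM 1 in 61.3% of KO-labelled CD8 cells (95% interval 49.7 to 71.9) and in 65.3% of WT CD8 cells (53.1 to 76.1). In CD4 cells the shares were 47.9% (36.1 to 59.96) for the KO label and 43.04% (31.9 to 54.7) for WT. The mean FPKM was 68.3 in KO-labelled against 111.4 in WT CD8 cells, and 82.5 against 110.5 in CD4 cells. The population wells gave 85.3 against 157.02 FPKM for CD8 and 72.7 against 243.4 FPKM for CD4. Gene-level FPKM does not show which exons the reads came from, so the values neither show nor exclude a disrupted transcript. The lower values in both KO-labelled wells, 1 library each, do not exclude mislabelled plates, which would turn every genotype direction. The groups are therefore called KO-labelled, and each direction below is drawn between labels.

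The lineage genes matched the titles of the plates. Cd4, the helper coreceptor, was detected in 89.9% of WT and 84.9% of KO-labelled CD4 cells. It was detected in 5.56% of WT CD8 cells and in 0 of 80 KO-labelled CD8 cells, which allows a share of up to 3.75%. Cd8a was detected in 84.7% and 90% of WT and KO-labelled CD8 cells, against 5.06% and 4.11% of CD4 cells. Cd8b1 was above FPKM 1 in 30.4% of WT and 28.8% of KO-labelled CD4 cells, but above FPKM 10 in only 10.1% and 1.37%. At least 1 CD3 chain was detected in 95.9% to 100% of the cells of each plate.

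**Figure D2:**
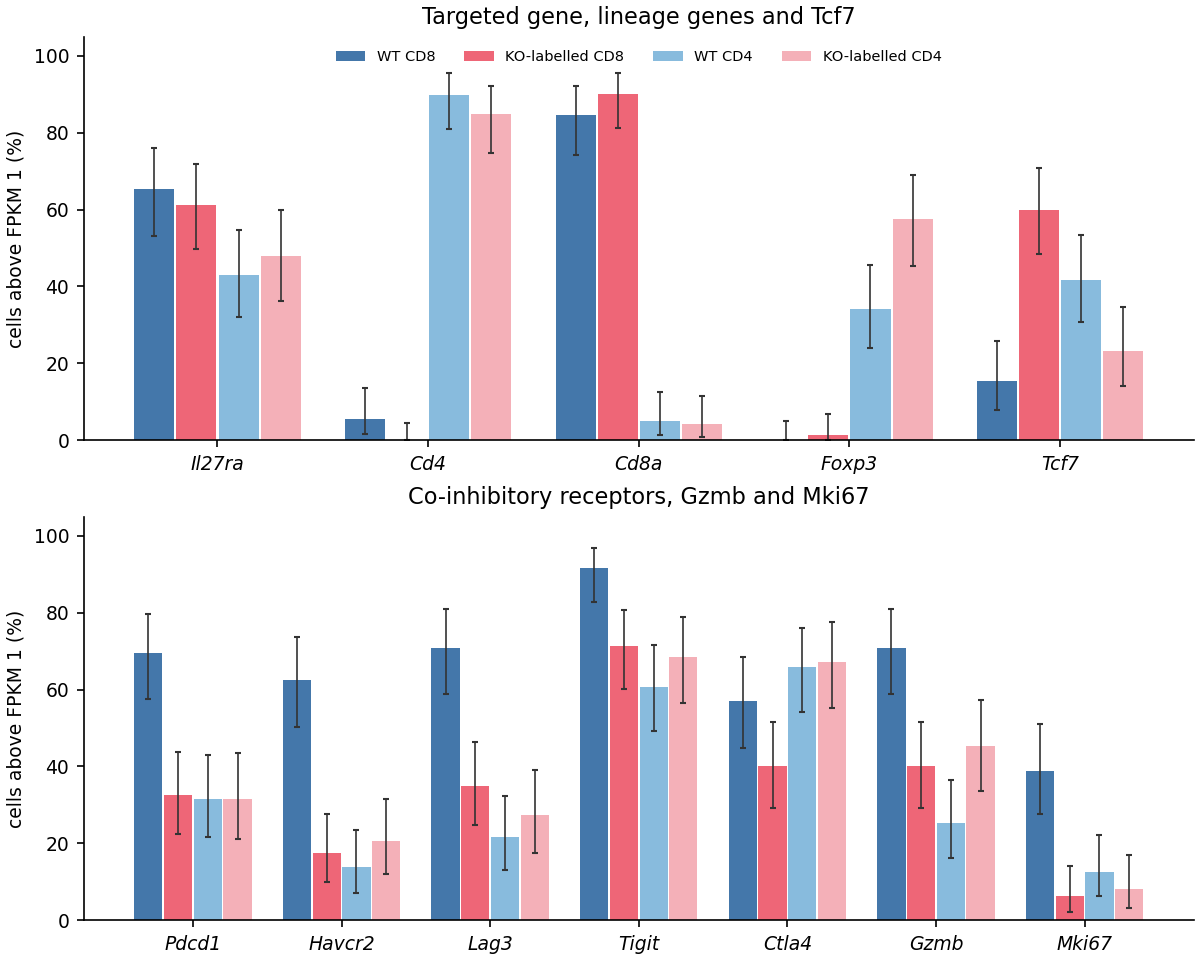
Share of kept cells above FPKM 1 (vertical axis, percent) for Il27ra, lineage genes, Tcf7, 5 co-inhibitory receptors, Gzmb and Mki67, by plate, with Clopper-Pearson 95% intervals as error bars. Pdcd1 was detected in 69.4% of WT and 32.5% of KO-labelled CD8 cells, while Il27ra was detected in 65.3% and 61.3%.

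In CD8 cells, inhibitory receptors and cell cycle genes were lower in the KO-labelled plate, and genes of naive and memory cells were higher. Pdcd1, which encodes the checkpoint receptor PD-1, was detected in 32.5% of KO-labelled cells (22.4 to 43.9) and 69.4% of WT cells (57.5 to 79.8), with a log2 difference of -4.08. Havcr2, which encodes TIM-3, was detected in 17.5% against 62.5%, and Lag3 in 35% against 70.8%. Il7r, the interleukin-7 receptor chain of long-lived T cells, was detected in 67.5% of KO-labelled and 13.9% of WT cells. Tcf7, which encodes the memory regulator TCF-1, was detected in 60% against 15.3%.

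The 12 genes lowest in KO-labelled CD8 cells covered receptors, granzymes and cell division. After Pdcd1 came Tox, a transcription factor of dysfunctional T cells, with a log2 difference of -3.74. The granzyme genes Gzmb and Gzmk had -3.66 and -3.59, and Havcr2 had -3.40. The differences were -3.17 for Rgs16, a regulator of G-protein signalling, -3.12 for the peroxidase gene Prdx2 and -3.05 for both Lag3 and the tubulin gene Tubg1. The histone gene Hist1h2ao had -3.02, Tigit -2.995 and the replication helicase gene Mcm5 -2.93. The population wells differed in the same direction but by less, with -0.93 for Pdcd1, -1.06 for Havcr2 and -1.25 for Tox.

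The 12 genes highest in KO-labelled CD8 cells were led by Emb, an adhesion protein gene, with a log2 difference of 4.48. Il7r followed with 4.26, the AP-1 gene Fosl2 with 3.58, the early activation marker Cd69 with 3.40 and Tcf7 with 3.35. Ppp1r15a, a stress-induced phosphatase subunit, had 3.31, Junb 3.26 and the growth-restraining gene Btg2 3.12. The remaining differences were 3.01 for the adhesion gene Amica1, 2.99 for H60b, 2.98 for the cytokine receptor Il18r1 and 2.92 for Ier2. H60b encodes a ligand of the NKG2D receptor and stood at 102.6 FPKM in the KO-labelled well and at 0 in the WT well.

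Of the 16 measured co-inhibitory receptors, 12 were lower in KO-labelled CD8 cells and 4 were higher, with a median difference of -0.93 (percentile 0.22 of random lists, well median -0.41). That median lay -0.60 from the median of all genes measured for the lists. Tigit was detected in 71.3% against 91.7% of cells. Ctla4 was detected in 40% against 56.9%, with a difference of -1.25 that was 0.75 in cells matched on genes detected. All 14 measured genes of the list of IL-27-driven inhibitory genes were lower, with a median of -1.48 (percentile 0, well median -0.99). This list shares genes such as Pdcd1, Havcr2 and Lag3 with the co-inhibitory list, and Gzmb with the cytotoxic effector list. In both lineages this list is therefore no independent result. Its regulators Prdm1 and Maf had differences of -1.20 and -0.86. Il10 was detected in 1.25% against 9.72% of cells, with a difference of -0.46. Procr had -0.09 and Pdpn 0.00, both near or at the floor.

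Co-detection of receptors in single cells followed the same direction. At least 3 of Pdcd1, Havcr2, Lag3, Tigit and Ctla4 were detected in 33.8% of KO-labelled CD8 cells (23.6 to 45.2) and 66.7% of WT CD8 cells (54.6 to 77.3). All 5 were detected in 10% (4.42 to 18.8) and 52.8% (40.7 to 64.7). In 43 cells of each plate matched on genes detected, the shares with at least 3 were 44.2% and 58.1%. Without cycling cells they were 25.0% and 35.3%. A cluster of 22 cells with a median of 1298 genes held 14 WT and 3 KO-labelled CD8 cells. These were 19.4% and 3.75% of the kept cells of their plates. The 14 WT cells had 10886 to 132071 estimated reads, against a median of 463387 over kept WT CD8 cells. The 3 KO-labelled cells had 47621 to 127204. These sparse libraries count in the WT and KO-labelled CD8 values given elsewhere unless stated. Without the cluster the shares with at least 3 receptors were 33.8% for the KO label and 77.6% for WT.

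**Figure D3:**
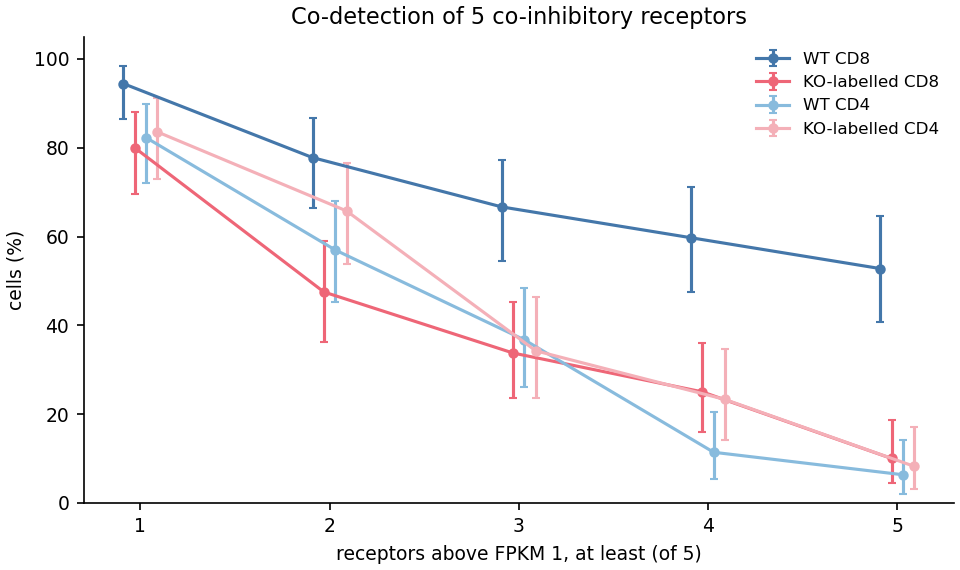
Share of kept cells (vertical axis, percent) with at least the given number of 5 co-inhibitory receptors above FPKM 1 (horizontal axis), by plate, with Clopper-Pearson 95% intervals. At 5 receptors, WT CD8 cells stood at 52.8% and the other plates between 6.33% and 10%.

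Cell cycle genes were lower throughout in KO-labelled CD8 cells: 30 of 30 members were lower, with a median of -2.16 (percentile 0, well median -0.94). Top2a had -2.84, Stmn1 -2.80 and Mki67 -1.93. Cycling cells made up 20% of KO-labelled (11.9 to 30.4) and 52.8% of WT CD8 cells (40.7 to 64.7). The median of this list was -0.43 in matched cells. Of 18 glycolysis genes, 15 were lower, with a median of -0.82 (percentile 0.04, well median -0.50) and -2.64 for Tpi1, -1.93 for the glucose transporter Slc2a3 and -1.88 for Pgk1. Without cycling cells the glycolysis median was 0.43, and without cells above 4000 genes it was 0.10.

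Of 18 naive and memory genes, 17 were higher in KO-labelled CD8 cells, with a median of 1.15 (percentile 100, well median 1.54). Besides Il7r and Tcf7, the survival gene Bcl2 had 2.76 and S1pr1, a receptor for exit from tissues, had 2.46. Of 20 immediate-early and heat shock genes, 15 were higher, with a median of 0.85 (percentile 100, well median 0.53), including Nfkbia with 2.34. Of 27 interferon-stimulated genes, 18 were higher, with a median of 0.27 (percentile 100, well median 0.35), 1.28 for Irgm1 and 1.08 for Ifit3. Ifi27l2a had -1.35 in cells but 0.69 in the wells.

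Other lists were mixed in CD8 cells. The transcription factors linked to dysfunction had a median of -0.81 (percentile 2.15) with 12 of 17 lower, but a well median of 0.07. Batf had -1.61 and Ikzf3 -1.96, while Nr4a1 had 1.84. Of 14 cytotoxic effector genes, 10 were higher and 4 lower, with a median of 0.28 (percentile 99.9, well median 0.77) and a mean of -0.03. Gzmb, Gzmk and Prf1, which encodes perforin (-1.60, but 0.12 in matched cells), were lower, while the activating receptor gene Klrk1 had 2.38. The CD8 lineage list had a median of 0.36, a mean of -0.27 and a well median of -0.03, with -2.03 for Runx3 and -1.56 for Eomes. Signalling genes of the IL-27 receptor had a median of 0.10 (percentile 98.3, well median 0.58). Among them Socs3 had 2.08, Socs1 1.84 and the kinase gene Tyk2 -1.64. Helper cytokine genes had a median of 0.30 (1.13 in the wells), with 1.42 for Tnfsf8. Ifng had 0.02 in cells and 2.36 in the wells. The medians were 0.15 for regulatory T genes (mean -0.06, 0.31 in the wells) and -0.21 for co-stimulatory receptors (0.57 in the wells). Chemokines and their receptors had a median of -0.22 (0.63 in the wells). Helper lineage genes had 0.14 (mean -0.03, 0.72 in the wells) and the T cell receptor complex 0.04 (0.001 in the wells). Tnfrsf9 had -1.79 (1.14 in matched cells), Cd28 1.16, Ccr7 1.91, Xcl1 1.90, Cd247 -1.99 and Cd3e -0.18.

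Markers of other cell types also differed between the CD8 plates. At least 3 melanoma genes were detected in 9.72% of WT CD8 cells (3.999 to 19.01) and in 0 of 80 KO-labelled cells, which allows up to 3.75%. Tyr, a pigment gene in that list, was above FPKM 1 in 98.6% of WT CD8 cells and nearly all cells of the other plates, at a mean of 8.43 to 11.9 FPKM, a background that adds 1 gene to nearly every count. At least 3 dendritic cell genes were detected in 9.72% of WT and 2.5% of KO-labelled CD8 cells, and at least 3 natural killer (NK) genes in 11.1% and 12.5%. Xcr1, in the dendritic list, was itself above FPKM 1 in 51.4% of WT and 41.3% of KO-labelled CD8 cells, which adds 1 gene to many of those counts. Eomes, in the NK list, also belongs to the CD8 lineage list. It was detected in 48.6% of WT and 15% of KO-labelled CD8 cells. The list medians were -0.34 for 3 melanoma genes, -0.43 for 3 dendritic genes, 0.32 for 7 NK genes and -0.18 for 2 neutrophil genes. In the wells they were -3.15, -1.03, 1.05 and -1.26 in the same order. Cd22, the only B cell gene measured, had -0.04 (0.44 in the wells). Pecam1, the only fibroblast or endothelial gene, had 0.13 (2.19 in the wells). The macrophage and monocyte, gamma-delta T cell and erythroid lists had 0 measured members.

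In CD4 cells, regulatory T cell genes and immediate-early genes were higher on the KO-labelled plate. Foxp3, the master regulator of regulatory T cells, was detected in 57.5% of KO-labelled cells (45.4 to 69.03) and 34.2% of WT cells (23.9 to 45.7), with a log2 difference of 1.96. Il2ra, the high-affinity interleukin-2 receptor chain, was detected in 67.1% against 31.6%. Tcf7 was lower, detected in 23.3% against 41.8%, with a difference of -1.75. In the population wells Foxp3 went the other way, with -0.26, and among cells with at least 2000 genes its difference was -0.28.

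The genes lowest in KO-labelled CD4 cells were led by Cxcr3, a chemokine receptor of type 1 helper cells, with a log2 difference of -2.44. Gtf2i, a general transcription factor gene, had -1.91, the lymph node homing receptor Ccr7 -1.83 and Gramd3 -1.71. The cytotoxic granule gene Nkg7 had -1.67, although the log of its mean FPKM differed by 0.23. Others were Lasp1, Apol7e, Hmgn2, Supt4a and the death receptor gene Fas, with differences from -1.54 for Lasp1 to -1.49 for Fas.

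Among the genes highest in KO-labelled CD4 cells, the stress-response gene Gadd45b had a log2 difference of 4.07, the cytokine feedback gene Cish 3.79, Ier2 3.71, the phosphatase gene Dusp1 2.99 and Fos 2.94. The granule proteoglycan gene Srgn had 2.84, the zinc finger gene Zfp868 2.83, Shfm1 2.72, Ppp1r15a 2.68, Cd69 2.62, Capg 2.44 and H60b 2.41. H60b was detected in 54.8% of KO-labelled and 18.99% of WT CD4 cells.

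All 18 measured regulatory T genes were higher in KO-labelled CD4 cells, with a median of 1.17 (percentile 100, well median 0.23). Tnfrsf18, which encodes GITR, had 2.54 in cells and -0.08 in the wells, and Il2ra had 2.34 and 0.59. Among cells with Foxp3 detected, a selection on a member of the list, the median of the list was -0.49. Of 20 immediate-early and heat shock genes, 19 were higher, with a median of 0.83 (percentile 100, well median 0.53). Of 27 interferon-stimulated genes, 25 were higher, with a median of 0.48 (percentile 99.7, well median 0.75). Igtp had 1.94, Usp18 1.84 and Gbp2 1.72. The interferon median was -0.04 among cells with at least 2000 genes and -0.04 among cells with Foxp3.

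Co-inhibitory receptors were 12 higher and 3 lower of 16 in KO-labelled CD4 cells, with a median of 0.36 (percentile 95.4, well median 0.42). The median of the co-inhibitory receptors, KO minus WT, CD4, was 0.069 in cells matched on genes detected and -0.45 among cells with Foxp3. Tigit had 1.46 in cells and -0.91 in the wells, Nt5e 1.00 (-0.06 in the wells), Lag3 0.70, Havcr2 0.68, Ctla4 0.65 and Pdcd1 0.40. At least 3 of the 5 receptors were detected in 34.2% of KO-labelled (23.5 to 46.3) and 36.7% of WT CD4 cells (26.1 to 48.3), and at least 4 in 23.3% (14.2 to 34.6) and 11.4% (5.34 to 20.5). Among cells with Foxp3, the shares with at least 3 were 45.2% and 70.4%. Of the 14 IL-27-driven inhibitory genes, 13 were higher, with a median of 0.69 (percentile 99.7, well median 0.75). Gzmb had 2.35, Nfil3 1.28 and Maf 1.10, while Il10 had 0.31 and Prdm1 -0.47. With Foxp3-detected cells alone the median of that list was -0.56.

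Naive and memory genes were 12 lower and 6 higher of 18 in KO-labelled CD4 cells, with a median of -0.31 (percentile 0.01), yet Il7r had 1.16 (-0.03 in the wells). The dysfunction-linked factors had a median of 0.56 (percentile 99.1), with 1.70 for Nr4a3 and 1.67 for Nr4a1. Cell cycle genes had a median of -0.09 (percentile 1.87, well median -0.52), and cycling cells made up 19.2% of KO-labelled (10.9 to 30.1) and 11.4% of WT cells (5.34 to 20.5). The medians were 0.35 for cytotoxic effector genes, 0.33 for glycolysis (well median -0.13), 0.03 for IL-27 receptor signalling, 0.57 for co-stimulatory receptors, 0.32 for helper cytokines and 0.25 for chemokines and their receptors. They were -0.09 for the CD8 lineage list, 0.52 for the helper lineage list and 0.20 for the T cell receptor complex. In the wells cytotoxic effector genes had 1.51, IL-27 receptor signalling 0.185, co-stimulatory receptors 0.02, helper cytokines 1.04 and chemokines and their receptors 0.65. The CD8 lineage list had 0 there, the helper lineage list 0.001 and the T cell receptor complex -0.008. Socs1 had 2.21, Tnf 1.85, Ccr2 1.78 and Irf1 1.42.

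Markers of other cells differed between the CD4 wells. NK genes stood higher in the KO-labelled well and melanoma genes in the WT well. The 3 melanoma genes had a median of 0.11 in cells but -1.97 in the wells. The 7 NK genes had a median of 0.00 in cells but 3.91 in the wells, and Gzma stood at 1065 FPKM in the KO-labelled well and 0 in the WT well. Gzmb stood at 4375 against 556 FPKM in the same wells. Of the KO-labelled CD4 cells, 1.37% had at least 3 NK genes, 8.22% at least 3 dendritic genes, 4.11% at least 3 macrophage genes and 2.74% at least 3 melanoma genes. In WT CD4 cells the shares were 0 of 79 (up to 3.797%) for NK and for melanoma genes and 2.53% for the dendritic and the macrophage lists.

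**Figure D4:**
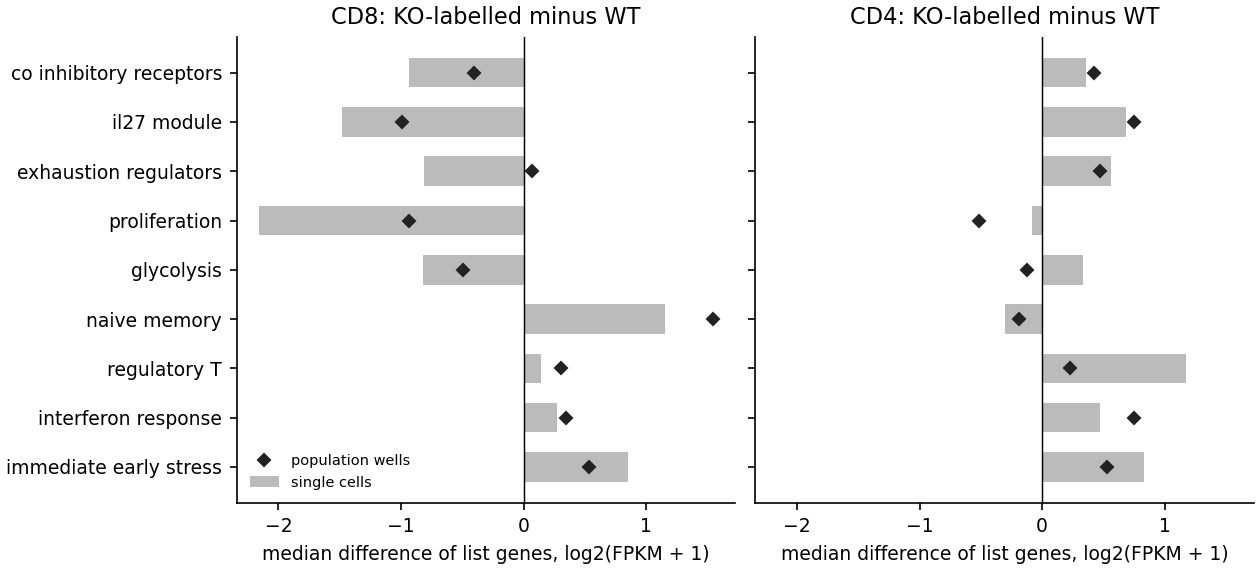
Median log2 difference, KO-labelled minus WT, over the measured genes of 9 fixed lists in CD8 (left) and CD4 cells (right), as bars for single cells and diamonds for the population wells. Proliferation genes stood at -2.16 in CD8 and -0.09 in CD4 cells, and regulatory T genes at 0.15 and 1.17.

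The lineage comparison asked how CD4 and CD8 cells of the same genotype label differed, and regulatory T genes were higher in CD4 cells under both labels. In WT cells 17 of 18 were higher, with a median of 1.19 (percentile 100, well median 3.19). In KO-labelled cells 18 of 18 were higher, with a median of 2.21 (percentile 100, well median 2.10). Foxp3 had 3.27 in WT and 5.09 in KO-labelled cells, and Tnfrsf4, which encodes OX40, had 2.90 and 4.87. Foxp3 was detected in 0 of 72 WT CD8 cells, which allows up to 4.17%, and in 1.25% of KO-labelled CD8 cells.

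Genes of the cytotoxic lineage were lower in CD4 cells, 10 of 10 under each label, with medians of -4.60 for WT and -4.67 for KO-labelled cells. In WT cells the 12 lowest genes were Cd8a with -6.83, Cd8b1 with -6.69, the chemokine gene Ccl5 with -6.28, Nkg7 with -5.32, Prf1 with -5.08, Ly6c2 with -5.06, Gzmb with -5.01, Klrd1 with -4.98, Ccl4 with -4.92, Klrc1 and Lag3 with -4.59 each, and Cxcr6 with -4.49. In KO-labelled cells they were Cd8b1 with -7.66, Nkg7 with -7.39, Cd8a with -7.24, Ccl5 with -6.21, the protease gene Ctsw with -5.88, Ly6c2 with -5.57, Klrd1 with -5.21, Klrc1 with -4.38, Klrk1 with -4.14, Cst7 with -3.73, B4galnt1 with -3.54 and Zyx with -3.22.

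Helper lineage genes were higher in CD4 cells, 8 of 8 under each label, with medians of 3.00 and 3.48. In WT cells the 12 highest genes were Cd4 with 7.04, Il7r with 3.57, Zfp36 with 3.48, the co-stimulatory receptor Icos with 3.30, Junb with 3.29, Foxp3, Itgb7 with 3.17, Cd40lg with 3.10, Tnfrsf4, Emb with 2.78, Nfkbiz with 2.76 and Ass1 with 2.73. In KO-labelled cells they were Cd4 with 6.71, Foxp3, Tnfrsf4, Zfp36 with 3.85, Glrx with 3.81, Ly6a with 3.81, Ifi27l2a with 3.8, Ccr2 with 3.78, Icos with 3.75, Tnfrsf18 with 3.66, Gadd45b with 3.55 and Cish with 3.54.

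Co-inhibitory receptors separated the lineages under the WT label more than under the KO label. Their median was -1.70 in WT cells, with 13 of 16 lower in CD4 cells, and 0.09 in KO-labelled cells, with 8 lower and 8 higher. In the wells the medians were -0.655 for WT and -0.003 for the KO label. This difference between labels was not tested. Pdcd1 had -4.48 in WT and -0.01 in KO-labelled cells, Havcr2 -3.90 and 0.18, and Ctla4 1.32 and 3.22. In the wells Pdcd1 and Havcr2 were lower in CD4 under both labels. Pdcd1 had -1.25 for WT and -0.91 for the KO label there, Havcr2 -3.39 and -1.345, and Ctla4 2.16 and 2.81. Tigit had -3.09 in WT cells but 0.76 in the wells. Cell cycle genes had medians of -2.15 in WT and -0.07 in KO-labelled cells, against -0.23 and 0.34 in the wells. Mki67 had -1.55 in WT cells, against 0.10 in matched cells and 0.03 in the wells. Cytotoxic effector genes had -2.70 and -1.61, naive and memory genes 0.24 and -0.92, and interferon-stimulated genes 0.59 and 0.82. In the wells cytotoxic effector genes had -1.77 and -1.79, so the gap between labels seen in cells was absent there. Naive and memory genes had 1.22 and -0.58 in the wells, and interferon-stimulated genes 0.91 and 1.26. The median of all genes was -0.76 in WT and -0.21 in KO-labelled cells.

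Across genes, the genotype differences of the lineages showed almost no correlation. Over 6755 genes the Pearson correlation of the CD8 with the CD4 difference was 0.0047 and the Spearman correlation -0.05, and 43.6% of genes had the same sign. That share was not corrected for all-gene medians of opposite sign, -0.44 in CD8 and 0.10 in CD4 cells. In the wells the correlations were 0.08 and 0.06. Shared differences in cells and wells alike included Ier2, Ppp1r15a, Cd69, Zfp868, H60b and Dusp1, all higher on both KO-labelled plates. In cells the difference was at least 2.255 in the lineage with the smaller one. In the wells the differences ran from 0.577 for Dusp1 in CD4 to 6.694 for H60b in CD8. Lineage differences were more alike, with a Pearson correlation of 0.37 and a Spearman correlation of 0.23 between the labels. Over the genes compared, cells and population wells correlated in the genotype difference by 0.38 for CD8 and 0.19 for CD4 (Spearman 0.38 and 0.16). This correlation was lower with no gene filter in both lineages, and in matched cells for CD8. With so little agreement between cells and wells of the same plates, the low correlation between lineages does not exclude a shared effect. Genes are not independent replicates, and no p-value belongs to these correlations across genes.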

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

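The 5 genes here were singled out by a rule fixed before the data were examined: opposite genotype differences of at least 1 (log2) in both lineages, in cells and wells alike. The difference between lineages was not tested, since each group is 1 plate. Values are KO-labelled minus WT, and the gap is the CD4 difference minus the CD8 difference.

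Gzmb, the granzyme B gene, had a gap of 6.01 (6.005), from -3.66 in CD8 cells to 2.35 in CD4 cells, with -1.06 and 2.97 in the wells. The KO-labelled CD4 well also held Gzma, an NK cell gene, at 1065 FPKM against 0 in the WT CD4 well, while 4.11% of the KO-labelled CD4 cells had it. Glrx, which encodes glutaredoxin, had a gap of 4.32, from -2.91 to 1.41, with -1.22 and 1.06 in the wells. Ccr7 went the other way, with a gap of -3.74 from 1.91 in CD8 to -1.83 in CD4 cells, and with 1.81 and -2.68 in the wells. Sidt1, which encodes a membrane protein linked to RNA transport, had a gap of -3.40, from 2.07 to -1.33. Tsc22d3, which encodes the glucocorticoid-induced protein GILZ, had a gap of -3.04, from 1.83 to -1.21.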

How the results depend on the processing

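The alternatives without cycling cells, without cells above 4000 genes, without cluster 6, without cells with melanoma genes and by Foxp3, and those for lists other than co-inhibitory receptors in the genotype comparisons, were chosen after seeing the data. No paired analysis was possible because each group is 1 plate and no test was run. Where values differed, the cause was not tested. The lists run under every setting were regulatory T genes in the CD4 genotype and both lineage comparisons, and in the genotype comparisons the co-inhibitory, IL-27-driven and immediate-early lists, with naive and memory, cell cycle and glycolysis genes in CD8 and interferon genes in CD4. Of the lists not run, 4 medians with extreme percentiles changed sign in the wells: the dysfunction-linked factors (-0.81, wells 0.07) and the CD8 lineage list (0.36, wells -0.03) in CD8, and in the lineage comparisons the IL-27-driven list in WT (-1.59, wells 0.08) and the dysfunction-linked factors in KO-labelled cells (0.53, wells -0.16). Over the alternatives run, 31 correlations stayed close to the reported value and 3 moved. Of list medians 53 moved and 6 reversed and the others stayed, of share differences 32 stayed and 9 moved, and of gene differences 2539 stayed, 1052 moved and 29 reversed. The gene filters leave a single gene's value as it is, so genes have no value there, and which genes they would have named was not computed. Over the 6755 genes taken for both lineages, the median CD8 genotype difference was -0.44 in all kept cells, 0.02 in matched cells, 0.30 without cycling cells, 0.13 without cells above 4000 genes, -0.82 without cluster 6 and 0.03 in the wells. In CD4 cells it was 0.10 in all kept cells and -0.26 among Foxp3-detected cells.

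In matched cells, the median of the co-inhibitory receptors, KO minus WT, CD4, was 0.069, and it was -0.57 in CD8 cells. The receptor share difference in CD8 cells was -14.0 points, the genotype difference, correlation across genes between cells and population wells, CD8, was 0.174, and the regulatory T median of the WT lineage comparison 2.08. Ctla4 reversed to 0.75 in the CD8 genotype difference, and Il27ra to 0.15 and Mki67 to 0.10 in the WT lineage difference. Also reversed were Ccl3 with 0.13, Prf1 with 0.12 and Tnfrsf9 with 1.14 in the CD8 genotype difference, Tpi1 with 0.009 in the WT and Pgam1 with 0.20 in the KO-labelled lineage difference.

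Without cycling cells, the CD8 co-inhibitory median was -0.52, the receptor share difference -10.3 points, and the glycolysis median reversed to 0.43. Without cells above 4000 genes these were -0.46, -19.4 points and 0.10. Without cluster 6 the difference in cells with 3 or more of 5 co-inhibitory receptors, KO minus WT, CD8, was -43.8 points.

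With other cell filters, the difference in cells with 3 or more of 5 co-inhibitory receptors, KO minus WT, CD8, was -22.3 points with no filter. The CD8 Il27ra share difference was 2.13 points with no filter and -12.8 points with at least 2000 genes. With at least 2000 genes Foxp3 reversed to -0.28 in the CD4 genotype difference, and the list interferon_response, KO minus WT, CD4, to -0.044.

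In the wells, the CD8 co-inhibitory median was -0.41 and the regulatory T median of the WT lineage comparison 3.19. Reversed in the wells were Foxp3 with -0.26 and Tigit with -0.91 in the CD4 genotype difference, and Il27ra with 0.63, Mki67 with 0.025 and Tigit with 0.76 in the WT lineage difference. So were Aldoa with -0.15, Il7r with -0.026, Nt5e with -0.063 and Tnfrsf18 with -0.081 in the CD4 genotype difference, and Ccl3 with 0.60 and Ifi27l2a with 0.69 in the CD8 genotype difference. In the WT lineage difference Cd74 reversed to -3.35, Pgam1 to 0.016, Pgk1 to 0.20 (0.195) and Tpi1 to 0.24, and in the KO-labelled lineage difference Klrb1c to 1.09, Mcm2 to 0.86 and Pgam1 to 0.49.

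With a pseudocount of 0.1 the median of the co-inhibitory receptors, KO minus WT, CD8, was -1.42. With 10 it was -0.48, and the regulatory T medians of the lineage comparisons were 0.68 in WT and 1.32 in KO-labelled cells. With the log of the mean the WT regulatory T median was 2.85, and Nkg7 reversed to 0.23 in the CD4 genotype difference and Pgam1 to 0.23 in the KO-labelled lineage difference. With genes in 40% of cells the CD8 co-inhibitory median was -2.82 and the KO-labelled regulatory T median 3.41. With no gene filter the genotype difference, correlation across genes between cells and population wells, CD4, was 0.080, and it was 0.207 in CD8.

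Among Foxp3-detected CD4 cells, the co-inhibitory median was -0.45 and the receptor share difference -25.1 points. The cells were selected on Foxp3, a regulatory T gene. The IL-27-driven list reversed to -0.56, the list interferon_response, KO minus WT, CD4, to -0.045 and regulatory T genes to -0.49. Among CD4 cells without Foxp3 the receptor share difference was 0.12 points.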

Other observations

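The values on Tcf7 with Havcr2, on genes of other cells in the wells and on Amd1 with Amd2 were singled out after they were seen. So were both tests of the differences near Il27ra, and every window width but 25 Mb, and the conditions that a value must hold when single members are left out and over draws of matched cells. The other 6 tests were stated before their results were seen.

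Tcf7, a regulator of memory-like cells, and Havcr2, a receptor of exhausted cells, were seldom detected in the same CD8 cell. Both were detected in 0 of 72 WT CD8 cells, which allows up to 4.17%, against 9.55% if the detections were independent. In KO-labelled CD8 cells both were detected in 1.25%, against 10.5%. Tcf7 without Havcr2 marked 58.8% of KO-labelled (47.2 to 69.6) and 15.3% of WT CD8 cells (7.88 to 25.7), and Havcr2 without Tcf7 16.3% and 62.5%. In CD4 cells both were detected in 1.27% of WT cells, against 5.82%, and 1.37% of KO-labelled cells, against 4.79%.

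The population wells held genes of other cell types that few or no single cells of the same plate had. Siglech, a receptor of plasmacytoid dendritic cells, stood at 59.5 and 306.2 FPKM in the KO-labelled CD8 and CD4 wells and at 0 in both WT wells, and was detected in 0 of 80 and 0 of 73 KO-labelled cells. Cox6a2 stood at 18.2 and 74.9 FPKM in the same KO-labelled wells, Ly6d at 30.4 and 35.7 FPKM, and both at 0 in the WT wells. The macrophage gene Lyz2 stood at 1655, 724, 26.4 and 2959 FPKM in the wells of WT CD8, KO-labelled CD8, WT CD4 and KO-labelled CD4 cells. The near-identical genes Amd1 and Amd2 split by label in the wells: Amd1 stood at 110 and 67.98 FPKM with the KO label and at 0 with WT, and Amd2 at 0.02 and 0 against 66.4 and 40.9 FPKM. In single cells both genes were detected under both labels, Amd2 in 32.5% of KO-labelled CD8 cells.

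Co-inhibitory receptors were lower on the KO-labelled CD8 plate, where kept cells also had fewer genes detected and fewer of them were cycling. In cells matched on genes detected the list's median was -0.568, past the bound of -0.5 set against this explanation, but 100 draws of matched cells ranged from -0.851 to -0.247. Without cycling cells it was -0.524, and -0.623 to -0.425 when single members were left out. In all kept cells the list's median was -0.93. The median of all genes rose as well, from -0.44 to 0.02 in matched cells and 0.30 without cycling cells. The list lay below it in each case, so its smaller medians do not by themselves show a narrower gap to other genes. Neither explanation is excluded. With 1 plate per genotype and lineage, genotype cannot be told apart from animal or plate.

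Immediate-early genes were higher on both KO-labelled plates. A few extreme cells do not account for this: the median cell's mean over the list was higher by 0.64 in CD8 and 1.14 in CD4 cells, past the bound of 0.5. In matched cells the medians were 1.28 in CD8 and 0.663 in CD4 cells, but draws for CD4 ranged from 0.323 to 0.973, so a difference in genes detected stays open there. Handling stress stays open: heat shock genes had 0.048 in CD8 and 0.53 in CD4 cells (0.05 and -0.15 in the wells), neither above 0.5 in both nor at most 0 in both. The other 14 genes had 1.12 and 1.31 in cells and 0.94 and 1.10 in the wells, and genotype stays open too, untested.

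Genes near Il27ra on chromosome 8 differed in both lineages more often than in most windows of the genome. Within 25 Mb on each side, 13 genes differed the same way by at least 0.5 in cells of both lineages, with wells in the same direction. Their share of 7.39% of the genes there lay at percentile 98.1 (98.125) of 320 overlapping windows, with 8.62% the highest. A segment of another mouse strain carried along with the targeted locus may explain this, but the percentile ran from 97.4 at 10 Mb to 99.6 at 35 Mb and was 96.6 (96.562) without immediate-early genes such as Ier2 and Junb, with 88.7 at 10 Mb and 98.9 at 30 Mb. Neither a strain segment nor genes raised by handling is settled by these values, and reads were not examined for strain variants here.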
